# Global mRNA expression analysis in myosin II deficient strains of *Saccharomyces cerevisiae *reveals an impairment of cell integrity functions

**DOI:** 10.1186/1471-2164-9-34

**Published:** 2008-01-23

**Authors:** José F Rodríguez-Quiñones, Rafael A Irizarry, Nitza L Díaz-Blanco, Félix E Rivera-Molina, Diana Gómez-Garzón, José R Rodríguez-Medina

## Abstract

**Background:**

The *Saccharomyces cerevisiae MYO1 *gene encodes the myosin II heavy chain (Myo1p), a protein required for normal cytokinesis in budding yeast. Myo1p deficiency in yeast (*myo1Δ*) causes a cell separation defect characterized by the formation of attached cells, yet it also causes abnormal budding patterns, formation of enlarged and elongated cells, increased osmotic sensitivity, delocalized chitin deposition, increased chitin synthesis, and hypersensitivity to the chitin synthase III inhibitor Nikkomycin Z. To determine how differential expression of genes is related to these diverse cell wall phenotypes, we analyzed the global mRNA expression profile of *myo1Δ *strains.

**Results:**

Global mRNA expression profiles of *myo1Δ *strains and their corresponding wild type controls were obtained by hybridization to yeast oligonucleotide microarrays. Results for selected genes were confirmed by real time RT-PCR. A total of 547 differentially expressed genes (p ≤ 0.01) were identified with 263 up regulated and 284 down regulated genes in the *myo1Δ *strains. Gene set enrichment analysis revealed the significant over-representation of genes in the protein biosynthesis and stress response categories. The *SLT2/MPK1 *gene was up regulated in the microarray, and a *myo1Δslt2Δ *double mutant was non-viable. Overexpression of ribosomal protein genes *RPL30 *and *RPS31 *suppressed the hypersensitivity to Nikkomycin Z and increased the levels of phosphorylated Slt2p in *myo1Δ *strains. Increased levels of phosphorylated Slt2p were also observed in wild type strains under these conditions.

**Conclusion:**

Following this analysis of global mRNA expression in yeast *myo1Δ *strains, we conclude that 547 genes were differentially regulated in *myo1Δ *strains and that the stress response and protein biosynthesis gene categories were coordinately regulated in this mutant. The *SLT2/MPK1 *gene was confirmed to be essential for *myo1Δ *strain viability, supporting that the up regulated stress response genes are regulated by the *PKC1 *cell integrity pathway. Suppression of Nikkomycin Z hypersensitivity together with Slt2p phosphorylation was caused by the overexpression of ribosomal protein genes *RPL30 *and *RPS31*. These ribosomal protein mRNAs were down regulated in the *myo1Δ *arrays, suggesting that down regulation of ribosomal biogenesis may affect cell integrity in *myo1Δ *strains.

## Background

In yeast cells as in animal cells, cytokinesis requires the formation of an actomyosin contractile ring [1]. *Saccharomyces cerevisiae *possesses a single *MYO1 *gene, which encodes the myosin II heavy chain protein (Myo1p), the only conventional myosin II of the budding yeast. Myo1p is associated with F-actin during formation of the contractile apparatus, and provides the actin-activated ATPase activity driving the contraction of the actomyosin ring at cytokinesis [2,3]. Previous studies have described the importance of Myo1p in cytokinesis in yeast by establishing that myosin II concentrates at the bud neck, contracts during the cytokinesis, and subsequently is redistributed or degraded after the completion of mitosis [2,4].

In addition to the loss of normal cytokinesis function, *myo1Δ *strains present phenotypes such as the formation of attached cells, loss of axial budding pattern, cell enlargement, osmotic hypersensitivity, delocalized chitin deposition [5], increased chitin synthesis[6,7], and hypersensitivity to Nikkomycin Z [8]. The diversity of these phenotypes, many of which can be associated with cell wall organization, suggests that myosin II may affect cellular functions other than cytokinesis. The purpose of this study was to generate a global mRNA expression profile of *myo1Δ *strains using yeast oligonucleotide microarrays to identify potential relationships between the multiple *myo1Δ *phenotypes mentioned and changes in the transcription profile of specific genes that can be functionally related to these phenotypes.

## Results and Discussion

The results of independent microarray hybridization experiments conducted with two different *myo1Δ *knockout strains were averaged and combined for comparison with the corresponding wild-type control values. 

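RNA from a myo1Δ strain and RNA from a wild type strain were labeled with different dyes and hybridized together on each of 6 Agilent yeast oligonucleotide arrays. On 3 arrays YJR13 (myo1Δ, MATa) was compared with YJR12 (wild type, MATα), both segregants of a cross between YJR6 and the laboratory strain BY4741. On the other 3 arrays YJR6 (myo1Δ, MATα) was compared with its parent MGD353-46D (wild type, MATα). The cultures were grown overnight at 26°C in histidine dropout medium or CSM. By the genotypes in the paper only the mutants, which carry HIS5+, could grow without histidine. Medium may therefore differ between mutant and wild type on every array. The paper's methods state that RNA was extracted from triplicate biological replicate cultures of each strain. Mutant RNA carried Cy5 on arrays 1, 3, 4 and 6 and Cy3 on arrays 2 and 5, where arrays 1 to 3 hold the YJR13 pair. These dyes follow the sample labels, while the scan name that arrays 1 and 2 share gives the order of array 2. With the labels followed, the log2 ratio of MYO1 on array 1 was -2.11. The arrays lie in pairs on 3 slides, so that arrays 3 and 4, of different strain pairs, share a slide.
Each array has 10263 spots of 6256 genes and 544 control spots. A total of 4007 genes have 2 spots and 2249 genes have 1. The median spot was 1.22 to 2.55 times its local background in the green channel and 1.44 to 2.15 times in the red channel. The number of spots marked poor by the image software was 32 to 192 per array, and these were left out.
The authors quantified the spots with ImaGene and used limma to correct the background, to normalize within each array by lowess and to test differential expression with empirical Bayes statistics. Here, starting from the spot intensities of the authors' files, the background was corrected by normexp with an offset of 50. Normalization was by loess within each array, and all ratios were turned to run myo1Δ over wild type. Spots were then averaged per gene, and the mean log2 ratio of the 6 arrays was tested with lmFit and eBayes of limma and Benjamini-Hochberg adjustment. Across genes, the log2 ratios of array 3 correlated with those of the other arrays at r of 0.144 to 0.477, and those of the other 5 arrays with each other at r of 0.546 to 0.770. Genes are not independent replicates, so these r have no test.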

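ASP3-1, ASP3-2, ASP3-3 and ASP3-4, copies on chromosome XII of the gene for cell wall asparaginase, were far higher in YJR13 than in YJR12, while YJR6 and MGD353-46D did not show this. The log2 ratio of ASP3-1 averaged 4.92 in the YJR13 pair and -0.08 in the YJR6 pair, a difference of 4.99 (SE 0.30, n = 3 arrays per pair, adjusted p = 0.0037 from limma). The other 3 genes differed by 4.78 to 4.83 between the pairs. These were the 4 genes, of 6255 tested, whose log2 ratio differed between the strain pairs at an adjusted p of 0.01, and 473 genes did so at an unadjusted p of 0.05. In the channels of YJR13 the ASP3 spots were 17.7 to 25.7 times background, against 1.09 to 1.26 times in the channels of the other strains, so the size of the ratio depends on the background correction. The copies are alike in sequence and may share RNA on the array.
Mating-type-specific genes were examined because YJR13 is MATa and the other 3 strains are MATα. STE3, the receptor for a-factor made by MATα cells, had log2 ratios of -3.76, -3.25 and -2.30 on the arrays of the YJR13 pair and -1.61, -0.31 and 0.62 on those of the YJR6 pair. STE6, the exporter of a-factor, averaged 1.49 in the YJR13 pair and 0.47 in the YJR6 pair. These differences between pairs did not pass the test in limma (for STE3 -2.67, SE 0.64, adjusted p = 0.55).
Fitted pair by pair, 6 genes rose in YJR13 at an adjusted p of 0.01, namely the 4 ASP3 genes, DAK1 and HOR7 (1355 at an unadjusted p of 0.05). In YJR6 the count was 0 in limma (2299 at an unadjusted p of 0.05). The counts of 6 and 0 do not rank the pairs, since they were 125 and 453 with median normalization, 162 and 307 with a normexp offset of 0, 81 and 262 with plain subtraction, 28 and 235 among genes above the median intensity, 10 and 150 with every flagged spot left out and 172 and 4 after scaling between arrays. Without array 1 the count in YJR13 was 0, and in YJR6 it was 7 without array 2 and 2 without array 5. The difference between pairs at ASP3-1 was 4.39 (SE 0.42, adjusted p = 0.27) with the slide as a block, where it rests on arrays 3 and 4 of the shared slide. No gene passed this comparison with the slide, the array position or the dye in the model, after scaling between arrays or with every flagged spot left out. The 4 calls were also lost when array 1, 2, 4, 5 or 6 was left out, and without array 3 the count was 3.

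**Figure D1:**
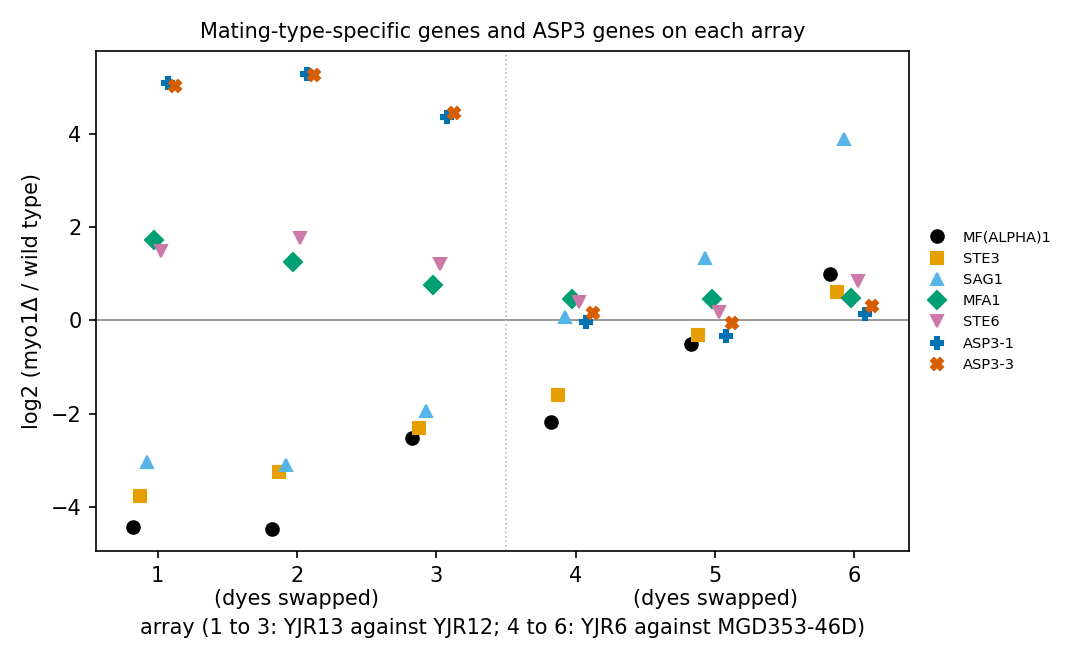
Log2 ratio (myo1Δ over wild type) of MF(ALPHA)1, STE3, SAG1, MFA1, STE6, ASP3-1 and ASP3-3 on each of the 6 arrays, 1 point per gene and array. ASP3-1 lies above 4 on arrays 1 to 3 and near 0 on arrays 4 to 6, and STE3 lies lower on arrays 1 to 3 than on arrays 4 to 6.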

Our rationale for this experimental design was to identify deferentially regulated genes held in common between at least two different *myo1Δ *strain backgrounds in order to eliminate any strain specific differences and preserve strictly *myo1Δ*-dependent genetic phenotypes. Cells were cultured in Histidine dropout medium or CSM to maintain the culture conditions under which *myo1Δ *strains have been shown to require chitin synthase III expression for their survival [8] as well as to maintain equivalent growth conditions between mutant and wild-type strains, respectively.

### Up regulated genes in *myo1Δ*

Previously published studies reported differentially expressed genes under conditions such as cell wall mutations, chemical and biochemical perturbations of the cell wall [9], diverse mutations covering 4% of the yeast genome [10], and during the cell cycle [11], employing values with p ≤ 0.05. 

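Genes for hexose uptake, protein disaggregation and gluconeogenesis were among those that rose at an adjusted p of 0.05 but not of 0.01. HXT6, a high-affinity hexose transporter, rose by 4.54 on the log2 scale in myo1Δ strains (SE 1.09, n = 6 arrays, adjusted p = 0.024 from limma, higher on 6 of 6 arrays). HSP104, the disaggregase that rescues heat-damaged proteins, rose by 3.60 (SE 0.77, adjusted p = 0.0174), and PCK1, the gluconeogenic PEP carboxykinase, by 1.44 (SE 0.27, adjusted p = 0.0116). GAP1, the general amino acid permease, was lower at a log2 ratio of -1.74 (SE 0.35, adjusted p = 0.015). Of the 6256 genes, 1693 changed at an adjusted p of 0.05, of which 886 were higher and 807 lower in myo1Δ strains. At an unadjusted p of 0.05 the count was 2547, of which 1350 were higher and 1197 lower. The count of 1693 was 815 without array 2, 937 without array 6, 942 without array 4 and 1106 without array 1.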

We identified 97 genes in common with these previous studies out of a total of 2,273 genes with p ≤ 0.05 that were differentially expressed in myo1Δ strains (data not shown).

To refine this analysis we used a more stringent cutoff (p ≤ 0.01) to identify 547 differentially expressed genes in *myo1Δ *strains. 

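The smallest p-values belonged to HOR7, HTA2 and DAK1. DAK1, a dihydroxyacetone kinase of the osmotic response, rose by 2.55 on the log2 scale (SE 0.15, n = 6 arrays, adjusted p = 0.00103 from limma, higher on 6 of 6 arrays). In this test 465 of 6256 genes changed at an adjusted p of 0.01 and 1520 at an unadjusted p of 0.01. Of all genes 27.7% had the same sign on all 6 arrays, where chance alone gives 3.125%. Of the 465 genes 457 did, but the test itself favors such genes. All 465 had the same sign in the mean of the YJR13 pair and in that of the YJR6 pair, which the test favors too. The number of calls rested on single arrays. It was 4 without array 2, 18 without array 6, 66 without array 4, 86 without array 1, 232 without array 5 and 616 without array 3, so most calls of single genes at this threshold end when array 1, 2, 4, 5 or 6 is left out. Without array 3, 374 of the 465 were still called. It was 1015 with a normexp offset of 0 and 238 with a dye effect in the model.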

We observed a total of 263 up regulated genes in *myo1Δ *strains compared to the wild type control strains. 

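Of the 6256 genes, 217 rose in myo1Δ strains at an adjusted p of 0.01 in limma, and 212 of these were higher on all 6 arrays. Among the 212, the 10 largest rises were those of ALD3, HSP12, YBR116C, CTT1, PHM7, HSP26, MSC1, RTN2, SOL4 and TKL2. By systematic name YBR116C is the neighbor of TKL2 (YBR117C), so both rises may come from the same RNA, which was not tested. GPH1, glycogen phosphorylase, rose by 4.23 on the log2 scale (SE 0.75, adjusted p = 0.00974) and was higher on 5 of 6 arrays, so it is not among the 10. ALD3, a cytosolic aldehyde dehydrogenase induced by stress, rose by 5.37 on the log2 scale (SE 0.54, n = 6 arrays, adjusted p = 0.00295). CTT1, the cytosolic catalase, rose by 4.74 (SE 0.58, adjusted p = 0.00408), and HSP26, a small heat shock protein, by 4.55 (SE 0.67, adjusted p = 0.0056). TKL2, the minor transketolase, was the smallest of these 10 at 3.83 (SE 0.53, adjusted p = 0.00476). A rise of over 2-fold was seen in 173 of the 217 genes. The calls of PHM7, HSP26 and TKL2 ended without background correction, and those of HSP26 and SOL4 with a dye effect in the model. The 217 were 88 without background correction, 568 with a normexp offset of 0 and 94 with a dye effect.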

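Functional categories were rebuilt from the process annotation in the array files. The stress response genes that rose included CTT1, HSP26, ALD3, HSP12, HOR7 and GRE3, and the carbohydrate metabolism genes that rose were HXK1, GDB1, GLG1, GUT2, AMS1, GLO2 and FBP26. Of 63 stress response genes 14 rose at an adjusted p of 0.01 in limma (16 adjusted over the list alone), and of 59 carbohydrate metabolism genes 7 rose (10 adjusted over the list alone). HXK1, a hexokinase, rose by 3.82 on the log2 scale (SE 0.62, n = 6 arrays, adjusted p = 0.00766). The calls of HXK1, GLG1 and SYF2 ended without background correction or with a dye effect in the model, and that of FBP26 without background correction. Of 215 RNA processing genes 4 rose (1 adjusted over the list alone), namely MSL1, YME2, SYF2 and PBP1. In protein biosynthesis 0 of 275 genes rose in limma (3 adjusted over the list alone, 16 higher at an unadjusted p of 0.05), and in the genes of unknown function 107 of 2761 did (72 adjusted over the list alone).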

The functional categories of the up regulated genes that were represented as listed in the *Saccharomyces* Genome Database (SGD) were: cell organization and biogenesis (17/263), metabolism (25/263), transport (9/263), carbohydrate metabolism (23/263), stress response (17/263), protein biosynthesis (2/263), cell cycle (3/263), signal transduction (7/263), transcription (1/263), sporulation (4/263), budding (4/263), RNA processing (4/263), protein transport (6/263), protein amino acid phosphorylation (2/263), protein amino acid dephosphorylation (1/263), autophagy (2/263), DNA repair (5/263), cell growth and maintenance (1/263), and unknown functions (130/263) (Additional file 1).

The results of this DNA microarrays analysis were validated by real time RT-PCR using a subset of these up regulated genes. The real time RT-PCR results indicated a fold change of 1.8, 3.5, 13.0, 3.8, 3.5 and 2.3 for *SLT2, ECM4, SPI1, YHR097C, ROM1 *and *IRA2 *respectively that were consistent with the microarray results (Table 1).

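In the microarrays, SPI1, a cell wall protein gene induced by stress, rose 10.4-fold in myo1Δ strains (log2 3.38, SE 0.50, n = 6 arrays, adjusted p = 0.00568 from limma). IRA2, a negative regulator of Ras, rose 3.64-fold (log2 1.86, SE 0.16, adjusted p = 0.00209). YHR097C, which the reference table names PAL2, rose 3.30-fold (log2 1.72, SE 0.24, adjusted p = 0.00476) and ECM4, a glutathione transferase, 3.24-fold (log2 1.70, SE 0.29, adjusted p = 0.00865). ROM1, an exchange factor for Rho1p, was 2.79-fold higher (log2 1.48, SE 0.27, adjusted p = 0.0108) and SLT2 was 1.71-fold higher, and neither passed an adjusted p of 0.01. Tested spot by spot, the SLT2 spot with the largest p was 1.38-fold higher. The calls of SPI1, YHR097C and ECM4 ended without background correction or with a dye effect in the model. Each of these 6 genes was higher on 6 of 6 arrays.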

**Table 1:** Validation of DNA microarray results. mRNAs were selected for real time RT-PCR analysis from the list of differentially expressed genes in *myo1*Δ with p < 0.01(Additional File 1). Fold-change was estimated by a semi-quantitative method as described in the Methods section.

Gene name	Fold Change in Microarray	Fold Change (real time RT-PCR)
Up regulated genes		
*SLT2*	2.1	1.8
*ECM4*	3.2	3.5
*SPI1*	8.6	13.0
*YHR097C*	4.1	3.8
*ROM1*	3.2	3.5
*IRA2*	3.7	2.3
Down regulated genes		
*RPL30*	3.1	6.3
*RPS31*	2.6	7.7

### Down regulated genes in *myo1Δ*

A total of 284 genes were down regulated in the *myo1Δ *strains. 

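The number of genes that fell in myo1Δ strains at an adjusted p of 0.01 in limma was 248, and 245 of these were lower on all 6 arrays. Among the 245, the 10 largest falls were those of SUN4, HTA2, HTA1, MET17, ZPS1, RPL17B, YMR304C-A, FIT1, RNR1 and MYO1. By systematic name YMR304C-A is the neighbor of SCW10 (YMR305C), which fell by 2.08. Whether both probes read the same RNA was not tested. SUN4, a cell wall protein of septation, fell by 2.73 on the log2 scale (SE 0.33, n = 6 arrays, adjusted p = 0.00413). The histone H2A genes HTA2 and HTA1 fell by 2.71 (SE 0.16, adjusted p = 0.00103) and 2.57 (SE 0.23, adjusted p = 0.00219). MET17, the homocysteine synthase, fell by 2.44 (SE 0.30, adjusted p = 0.00415) and RNR1, the large subunit of ribonucleotide reductase, by 2.21 (SE 0.18, adjusted p = 0.00203). A fall of over 2-fold was seen in 183 of the 248 genes and a fall of over 10-fold in 0 in limma. The calls of MET17, ZPS1 and FIT1 ended after scaling between arrays or with a dye effect in the model. The 248 were 447 with a normexp offset of 0 and 144 with a dye effect.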

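The deleted gene itself, MYO1 (YHR023W, chromosome VIII), encodes the heavy chain of myosin II. Its 1 spot was lower in the mutant on 6 of 6 arrays, with log2 ratios of -2.11, -1.45, -1.69, -3.53, -1.46 and -2.77 on arrays 1 to 6. It fell by 2.17 on the log2 scale (SE 0.29, n = 6 arrays, adjusted p = 0.00466 from limma), a 4.49-fold fall. The spot was 1.40 to 4.78 times background in the wild type channels and 1.02 to 1.12 times in the mutant channels, where the 95th percentile of the negative control spots was also 1.02 to 1.12. With the mutant level near background, the size of the fall depends on the background correction, and it was 2.01-fold without it (call lost) and 48.5-fold with a normexp offset of 0. The call was also lost when array 1, 2, 4 or 6 was left out. Whether the probe lies in the deleted part of the gene is not given in the sources used here.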

As was expected for the knockout mutation, the *MYO1 *gene was identified among the down regulated genes in *myo1Δ *strains (4.5-fold, Additional file 1). 

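Protein biosynthesis held the largest group of genes that fell among the categories rebuilt from the array annotation. The genes that fell included RPL17B, RPL22A, RPS11B and the lysyl-tRNA synthetase gene KRS1. RPL17B fell by 2.27 on the log2 scale (SE 0.32, n = 6 arrays, adjusted p = 0.00492 from limma). Of 275 protein biosynthesis genes 69 fell at an adjusted p of 0.01 (104 adjusted over the list alone), which is 27.8% of all genes that fell. In RNA processing 4 genes fell (1 adjusted over the list alone), namely NOP1, SEN34, LHP1 and FIR1, and in carbohydrate metabolism 2 fell (3 adjusted over the list alone), namely PGM1 and GPM3. In the stress response 0 genes fell in limma by either adjustment (8 lower at an unadjusted p of 0.05), and of the genes of unknown function 57 fell (35 adjusted over the list alone).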

Represented functional categories established by the SGD were: cell organization and biogenesis (59/284), transport (16/284), protein biosynthesis (72/284), metabolism (39/284), DNA metabolism (12/284), carbohydrate metabolism (7/284), stress response (2/284), cell cycle (5/284), signal transduction (1/284), transcription (5/284), sporulation (2/284), budding (5/284), cell growth and maintenance (1/284), protein transport (4/284), DNA damage response (1/284), RNA localization (1/284), protein amino acid phosphorylation (1/284), RNA processing (5/284), and genes of unknown function (46/284) (Additional File 1). Real time RT-PCR results for *RPL30 *and *RPS31 *indicated negative fold changes of 6.3 and 7.7 respectively that were consistent with the microarray results (Table 1).

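RPL30 (YGL030W, chromosome VII), which encodes a protein of the large ribosomal subunit, fell 3.01-fold in the microarrays (log2 -1.59, SE 0.20, n = 6 arrays, adjusted p = 0.00419 from limma). RPS31 (YLR167W, chromosome XII), which encodes a fusion of a small subunit protein with ubiquitin, was 2.48-fold lower (log2 -1.31, SE 0.24, n = 6 arrays, adjusted p = 0.011) and did not pass an adjusted p of 0.01. The call of RPL30 ended when every spot was tested on its own. Both genes were lower on 6 of 6 arrays.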

### Gene Set Enrichment Analysis

In order to identify functionally related gene sets that were differentially expressed and behaved in a coordinated fashion in the *myo1Δ *strains, a Gene Set Enrichment Analysis (GSEA) [12] was performed. This kind of analysis is useful for whole genome expression assays, because it allows the visualization of the data in groups and how these groups are represented in the microarray. 

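The t-values from limma ran from -16.95 for HTA2, a histone H2A gene, to 17.90 for HOR7, an osmotic response gene. Over the 6256 genes their mean was 0.0458 and their SD 3.16, and the quartiles were -1.78 and 2.04.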

For this analysis a gene set was created for all the 6,256 genes contained in the array, considering the t-value for each gene, and then calculating the mean of the t-values for each category. The genes were classified in categories by biological function according to the *Saccharomyces *genome database (SGD) [13]. The GSEA analysis was performed using the Limma package from Bioconductor [14] as described in the materials and methods section. Of the 25 categories considered for GSEA, there were five categories with a corrected p-value below the cutoff (p-value ≤ 0.0004). These categories were: protein biosynthesis, stress response, RNA processing, carbohydrate metabolism and genes of unknown function. 

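Mean t-values of the 5 categories, rebuilt from the annotation in the array files, were compared with those of 10000 random lists of genes of the same size. The mean t was negative for RNA processing (-0.706, n = 215 genes, permutation p = 4e-04), a group that holds the nucleolar protein gene NOP1. It was positive for carbohydrate metabolism (1.23, n = 59 genes, permutation p = 0.0043), which holds the glycogen debranching enzyme gene GDB1. For protein biosynthesis, stress response and unknown function the permutation p was 1e-04, the smallest that 10000 random lists can give. Random lists take no account of the correlation between genes of a category. With camera and an estimated correlation, the adjusted p was 0.0699 for protein biosynthesis, stress response and unknown function, and 0.297 for the other 2 categories.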

Histograms of density versus t-value were generated for each category to observe the distribution of genes of a specific category compared with the normal distribution of all the categories on the arrays (Figure 1A.). Plots of t-values vs. A-values were created to identify the genes in each category and observe their distribution across the array (Figure 1B). 

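The t-values of protein biosynthesis genes had quartiles of -5.80 and -0.56, and those of stress response genes 0.52 and 4.53. The quartiles were -2.40 and 0.91 in RNA processing and -1.21 and 2.21 in genes of unknown function. The log2 ratio was below 0 in 82.5% of the 275 protein biosynthesis genes and above 0 in 79.4% of the 63 stress response genes, as means over the 6 arrays.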

Of the five gene categories selected, the protein biosynthesis and stress response categories presented the most dramatic changes in their normal distribution. Although the other three categories had p-values below the cutoff, when we observe their respective histograms there were less dramatic differences in the distribution of each group compared to the whole microarray. The protein biosynthesis category is interesting because the histogram shows a shift from the normal distribution towards negative t-values (Figure 1A). This is also observed in the corresponding t-value vs. A-value plot where we can see a greater quantity of genes biased towards negative t-values (Figure 1B). This result was predictable due to the great quantity of genes related to protein biosynthesis that were down regulated in the microarray. 

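Over the 6 arrays, the 275 protein biosynthesis genes had a mean t of -3.35 and a median log2 ratio of -0.64, with array medians between -0.93 and -0.28 (SD 0.23, n = 6 arrays). CDC33, the cap-binding translation factor eIF4E, fell by 1.08 on the log2 scale (SE 0.16, n = 6 arrays, adjusted p = 0.00593 from limma) and YEF3, translation elongation factor 3, also by 1.08 (SE 0.17, adjusted p = 0.00772). Both calls ended with a dye effect in the model. The median was negative on 6 of 6 arrays (exact sign-flip test, 2-sided p = 0.0312, the smallest that 6 arrays allow).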

Within the protein biosynthesis gene category there were an unusually high number of ribosomal protein genes that were down regulated suggesting that ribosome biogenesis may be affected in the *myo1Δ *strains. This interpretation would be consistent with the relatively slow growth rate reported for these cells compared to their wild-type controls [5]. Conversely, in the histogram for stress response genes, there was a shift from the normal distribution of the array towards positive t-values (Figure 1A). This shift can be explained by the up-regulation of stress response genes with high t-values, therefore causing this type of shift to the right of the normal distribution curve. 

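Cytosolic ribosomal protein genes were lower as a group in camera with its preset correlation (adjusted p of 4.9e-34), a call lost at an adjusted p = 0.314 with an estimated correlation. Of 138 measured, 65 fell at an adjusted p of 0.01 in limma (105 adjusted over the list alone) and 0 rose by either adjustment (0 higher at an unadjusted p of 0.05), with a median fall of 2.16-fold. RPS11B fell by 2.02 on the log2 scale (SE 0.15, n = 6 arrays, adjusted p = 0.00188), RPL22A by 1.96 (SE 0.13, adjusted p = 0.00156) and RPL12B by 1.71 (SE 0.13, adjusted p = 0.00203). Many of these genes have a near-identical copy that may share RNA on the array. Of 140 ribosome biogenesis factors, 13 fell (25 adjusted over the list alone) and 0 rose (1 adjusted over the list alone, 1 higher at an unadjusted p of 0.05), with a median log2 ratio of -0.64, and MRT4, which acts in assembly of the large subunit, fell by 1.85 (SE 0.20, adjusted p = 0.00337). The 36 translation factors had a median of -0.50 with 3 that fell, CDC33, YEF3 and GCN3 (8 adjusted over the list alone). Of 19 subunits of RNA polymerases I and III, RPA43 and RPC53 fell (4 adjusted over the list alone), with a median of -0.37. Of 72 mitochondrial ribosomal proteins 1 rose, MRPS17, and 0 fell in limma (0 and 0 adjusted over the list alone, 7 and 14 at an unadjusted p of 0.05), with a median of -0.12. The calls of CDC33, YEF3, RPA43, RPC53 and MRPS17 ended with a dye effect in the model.
In camera with its preset correlation the adjusted p was 2.2e-16 for ribosome biogenesis, 3e-05 for translation factors, 2.8e-04 for the polymerases and 0.0384 for mitochondrial ribosomal proteins. With an estimated correlation none of these calls was kept, at an adjusted p = 0.314 for the first 3 lists and an adjusted p = 0.406 for the mitochondrial list. The call of the mitochondrial list also ended without background correction, with median normalization or with the slide as a block, and that of the polymerases with genes above the median intensity alone. From the number of ribosomal protein genes among those that fell, the paper proposes that ribosome biogenesis may be affected in the myo1Δ strains.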

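The 63 stress response genes had a mean t of 2.82 and a median log2 ratio of 0.52, with array medians of 0.38 to 0.82 (SD 0.17, n = 6 arrays). UBI4, the polyubiquitin gene, rose by 2.70 on the log2 scale (SE 0.45, n = 6 arrays, adjusted p = 0.0082 from limma), and the secreted protein gene YGP1 by 3.35 (SE 0.40, n = 5 arrays with a value, adjusted p = 0.00473). Both were named after their values were seen.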

Considering the t-value vs. A-value plot, the stress response genes were distributed above zero towards positives t-values. Among these stress response genes were *GRE1 *and *GRE3 *that are regulated by the High Osmolarity Glycerol response-signaling pathway (*HOG*) [15]. 

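Genes of the general stress response, the targets of Msn2p and Msn4p, were higher as a group in camera with its preset correlation (adjusted p of 1e-23), a call lost at an adjusted p = 0.314 with an estimated correlation. Of 55 measured, 37 rose at an adjusted p of 0.01 in limma (51 adjusted over the list alone) and 0 fell by either adjustment (0 lower at an unadjusted p of 0.05), with a median rise of 7.06-fold. RTN2, a reticulon-like protein gene, rose by 4.22 on the log2 scale (SE 0.35, n = 6 arrays, adjusted p = 0.00203) and HBT1 by 2.86 (SE 0.25, adjusted p = 0.00219). Of 18 chaperone genes of the heat shock factor, HSP10 and AHA1 rose (11 adjusted over the list alone), with a median log2 ratio of 1.86 and array medians from -0.33 to 3.38. The calls of HSP10 and AHA1 ended without background correction or with a dye effect in the model. Their adjusted p in camera was 2.9e-06, and adjusted p = 0.331 with an estimated correlation. The list of genes controlled by Yap1p in oxidative stress had 1 gene of 16 that rose, PRX1 (3 adjusted over the list alone), with a median of 0.56 and an adjusted p of 0.0486 in camera (adjusted p = 0.368 with an estimated correlation). This last call also ended without background correction, with plain subtraction or after scaling between arrays.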

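GRE1 (YPL223C, chromosome XVI), a hydrophilin gene induced by osmotic stress, rose 9.41-fold in myo1Δ strains (log2 3.23, SE 0.24, n = 6 arrays, adjusted p = 0.00188 from limma). GRE3 (YHR104W, chromosome VIII), an aldose reductase gene, rose 4.09-fold (log2 2.03, SE 0.18, n = 6 arrays, adjusted p = 0.00219). Both were higher on 6 of 6 arrays.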

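HOR7 (YMR251W-A, chromosome XIII), a gene that responds to high osmolarity, rose 9.16-fold in myo1Δ strains (log2 3.19, SE 0.18, n = 6 arrays, adjusted p = 0.00103 from limma). It was higher on 6 of 6 arrays.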

Another stress response gene that had the highest t-value was *HOR7*. This gene encodes a putative GPI anchored cell wall protein of unknown function that was also previously reported to be related to high osmolarity response [15]. 

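Of 19 measured genes of the high osmolarity glycerol response, ALD3, HSP12, CTT1, GRE1, HOR7, DAK1, PAI3, GRE3 and FPS1 rose at an adjusted p of 0.01 in limma (12 genes adjusted over the list alone). GPP1, a glycerol phosphatase, fell (1 gene adjusted over the list alone). The median log2 ratio was 2.37, a 5.17-fold rise, with array medians of 0.72 to 3.30 (SD 0.89, n = 6 arrays). FPS1, the glycerol channel, rose by 1.48 on the log2 scale and GPP1 fell by 1.37. ALD3, HSP12, CTT1 and others of these genes are also in the list of the general stress response, so the lists are not independent. The adjusted p was 4.3e-08 in camera, and the call was lost at an adjusted p = 0.314 with an estimated correlation.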

Differential expression of these genes indicates that genes in this pathway may become activated in *myo1Δ *strains despite the absence of hyperosmotic conditions in our experimental design. However, a *hog1Δ *deletion was viable in these *myo1Δ *strains indicating that this pathway is not essential for *myo1Δ *cell viability under our culture conditions (data not shown).

**Figure 1:**
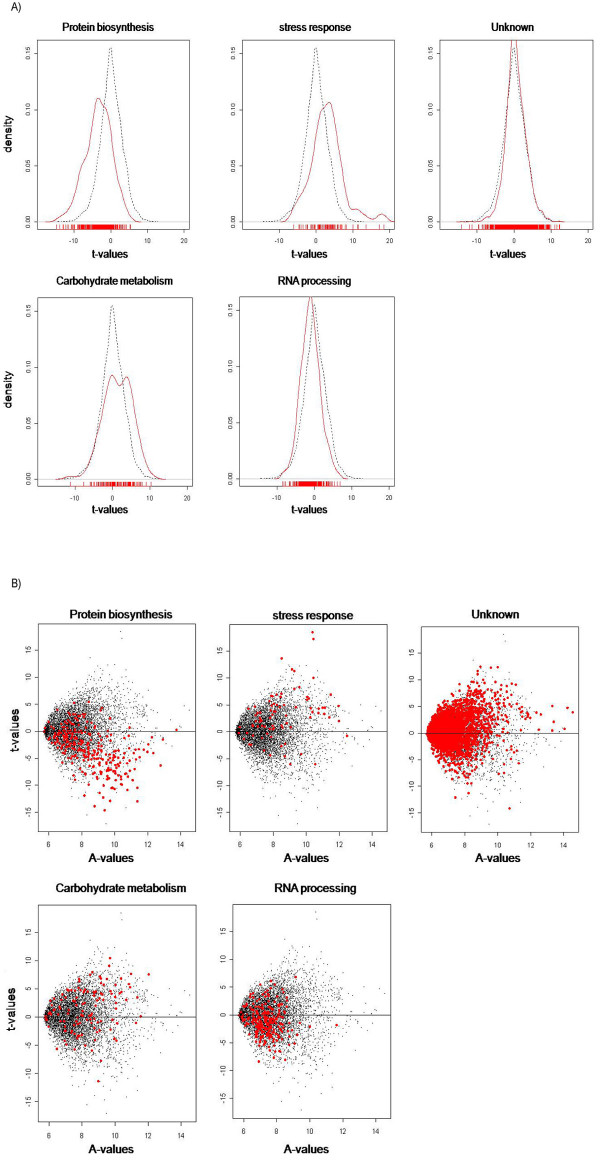
Histograms derived from Gene Set Enrichment Analysis for categories with a corrected p-value ≤ 0.0004. A) Density versus t-value plots for protein biogenesis, stress response, unknown, carbohydrate metabolism, and RNA processing categories. Red lines represent the distribution of genes of a specific category in the array. Black lines represent the distribution of all genes in the array. B) t-value versus A-value plots for protein biogenesis, stress response, unknown, carbohydrate metabolism, and RNA processing categories. Red dots represent the genes of a specific category in the array. Black dots represent the distribution of all genes in the array. The cutoff for a significant category is based on a p-value calculated after 10,000 permutations and then a corrected p-value was calculated using the Bonferroni correction. See Methods section for details.

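Genes whose process is given as unknown in the array annotation numbered 2761, which is 44.1% of all genes and 35.3% of the genes that changed at an adjusted p of 0.01 in limma. Their mean t was 0.467 and their median log2 ratio 0.02 (SD of array medians 0.03, n = 6 arrays). Among them PHM7 rose by 4.59 on the log2 scale (SE 0.64, n = 6 arrays, adjusted p = 0.00477).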

Although the "unknown function" category had a greater representation of differentially expressed genes in the array, there was no shift in the density vs. t-values histogram (Figure 1A) or the t-values vs. A-values plot (Figure 1B). Due to the fact that this category also has more genes represented in the yeast genome, this group was not considered of interest for this analysis. However, we are aware that this category represents the majority population of differentially expressed genes many of which exhibit extraordinary fold-changes in the double-digit range. These could represent a pool of genes with potentially novel functions related to cell proliferation, cell division, and cell wall organization.

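A rise of over 10-fold was seen in 18 genes at an adjusted p of 0.01 in limma, and 9 of these have an unknown process in the array annotation. The 9 are YBR116C, PHM7, MSC1, RTN2, SOL4, RTC3, YNL195C, USV1 and SPI1. YBR116C rose 34.4-fold (log2 5.10, SE 0.54, n = 6 arrays, adjusted p = 0.00332) and MSC1 20.8-fold (log2 4.38, SE 0.44, adjusted p = 0.00295). TKL2 (YBR117C), the neighbor of YBR116C by systematic name, rose 14.2-fold. Whether both probes read the same RNA was not tested. USV1, a zinc finger transcription factor gene, rose 10.6-fold. SOL4 is now described as a 6-phosphogluconolactonase of the pentose phosphate pathway and rose 15.2-fold (log2 3.93, SE 0.53, adjusted p = 0.00466). In the other direction 0 genes fell over 10-fold in limma. RTC3, YNL195C and USV1 were named after their values were seen.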

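Genes of trehalose and glycogen metabolism were higher as a group in camera with its preset correlation (adjusted p of 1.2e-09), a call lost at an adjusted p = 0.314 with an estimated correlation. Of 19 measured, 11 rose at an adjusted p of 0.01 in limma (17 adjusted over the list alone) and 0 fell by either adjustment (0 lower at an unadjusted p of 0.05), with a median log2 ratio of 2.59 and array medians of 1.57 to 3.94. They hold genes of both synthesis and breakdown. TPS1, a subunit of trehalose synthase, rose by 2.40 (SE 0.32, n = 6 arrays, adjusted p = 0.0046), NTH1, a trehalase, by 2.41 (SE 0.24, adjusted p = 0.00293), GLG1, a primer of glycogen synthesis, by 2.17 (SE 0.30, adjusted p = 0.00473) and PIG2, a regulator of glycogen synthesis, by 2.75 (SE 0.30, adjusted p = 0.00337). The calls of TPS1 and GLG1 ended with a dye effect in the model.
Of 17 genes of gluconeogenesis and the glyoxylate cycle, CAT2 and IDP2 rose (8 adjusted over the list alone), with a median of 1.44 and an adjusted p of 2.8e-05 in camera (adjusted p = 0.314 with an estimated correlation). Of 19 genes of glycolysis, the glucose kinases GLK1 and HXK1 rose (2 adjusted over the list alone) and 0 fell in limma by either adjustment (3 lower at an unadjusted p of 0.05), with a median of -0.28 and an adjusted p of 0.175 in camera. GLK1 rose by 2.78 (SE 0.38, adjusted p = 0.00476). The calls of CAT2, IDP2, GLK1 and HXK1 ended with a dye effect. HXK2, the main hexokinase on glucose, had a log2 ratio of -1.27 (SE 0.29, adjusted p = 0.0204).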

Carbohydrate metabolism was another functional category exhibiting a large number of genes with dramatic ranges in mRNA expression levels. 

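The t-values of the 59 carbohydrate metabolism genes had quartiles of -0.94 and 3.86 around a median of 1.25. Of these genes 61.0% had a log2 ratio above 0 and 39.0% below 0. Among those that fell was the phosphoglucomutase gene PGM1, which fell by 1.43 on the log2 scale (SE 0.25, n = 6 arrays, adjusted p = 0.00936 from limma).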

The GSEA results for this category showed a bimodal distribution (Figure 1A). However, in the t-value vs. A-value plot these genes were distributed throughout the array with no apparent bias towards negative or positive t-values (Figure 1B). This bimodal distribution may be significant as it may represent the existence of two sub-populations of genes with distinct behaviors.

### Differential regulation of Pkc1p/Slt2p cell integrity pathway

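The log2 ratio of SLT2 (YHR030C, chromosome VIII), the MAP kinase gene of the cell integrity pathway, was 0.77 in myo1Δ strains (SE 0.18, n = 6 arrays, adjusted p = 0.0222 from limma), above 0 on 6 of 6 arrays and short of an adjusted p of 0.01. Of 22 measured components of the pathway from its sensors to its kinases, WSC2, a sensor, fell by 0.98 on the log2 scale (SE 0.13, adjusted p = 0.00446). Its call ended with median normalization. It was the 1 gene that fell (1 adjusted over the list alone), and 0 rose in limma (1 adjusted over the list alone, 7 higher at an unadjusted p of 0.05). BAG7, a GTPase-activating protein for Rho1p, had a log2 ratio of 0.92 (SE 0.18, adjusted p = 0.0146). The median over the list was 0.21, with an adjusted p of 0.065 in camera.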

The *SLT2/MPK1*gene that encodes a serine/threonine MAP kinase involved in regulating the maintenance of cell integrity [9,16-18] was up regulated approximately 2-fold in the *myo1Δ *strains (Table 1 and Additional file 1). In other studies it was reported that phospho-Slt2p was also activated in the *myo1Δ *mutant compared to the wild type strain [19,20]. A previous study defined a cluster of 20 genes regulated by this *PKC1*-mediated signaling pathway that were strongly induced by chemical perturbation of the cell wall with Congo red dye, by enzymatic treatment with Zymolyase, or by mutations in specific cell wall genes such as *KRE6*, *GAS1*, *FKS1, MNN9 *and *KNR4 *[9]. *SED1, HSP12, SLT2, FBP26 *and *YHR097C *(Additional file 1) represent five of these 20 genes that were also up regulated in the *myo1Δ *strains (p ≤ 0.01) further supporting that the *PKC1 *signaling pathway is activated. 

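HSP12, a membrane-protecting stress protein, rose 36.6-fold in the microarrays (log2 5.19, SE 0.47, n = 6 arrays, adjusted p = 0.00219 from limma). SED1, a major cell wall protein, rose 3.75-fold (log2 1.91, SE 0.30, adjusted p = 0.00699) and FBP26, a fructose bisphosphatase of glucose metabolism, 2.08-fold (log2 1.06, SE 0.19, adjusted p = 0.00969). The call of SED1 ended without background correction, after scaling between arrays, with median normalization, with the array position as a block or with a dye effect in the model, and that of FBP26 without background correction. All 3 were higher on 6 of 6 arrays. Of 32 measured targets of the cell integrity pathway, HSP12, SED1, FBP26, SPI1, ECM4 and YHR097C rose at an adjusted p of 0.01 (12 genes adjusted over the list alone) and 0 fell in limma (1 adjusted over the list alone, 1 lower at an unadjusted p of 0.05). The median log2 ratio of the list was 0.56, with array medians of 0.27 to 0.65 (SD 0.15, n = 6 arrays) and an adjusted p of 0.0024 in camera. That call was lost at an adjusted p = 0.314 with an estimated correlation. HSP12 and others of these genes also belong to the general stress response. The paper takes the rise of SED1, HSP12, SLT2, FBP26 and YHR097C as further evidence, beside earlier reports, for activation of the PKC1 signaling pathway.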

A *myo1Δslt2Δ *strain expressing the *MYO1 *gene on a pRS316 plasmid was grown at 26°C in 5-FOA to extract the plasmid and generate the *myo1Δslt2Δ *double knockout. After three days, no growth was observed for the *myo1Δslt2Δ *double knockout (Figure 2A). This result corroborates that *slt2Δ *is synthetically lethal in a *myo1Δ *mutant and supports that the cell integrity pathway is essential for viability in these strains [20].

**Figure 2:**
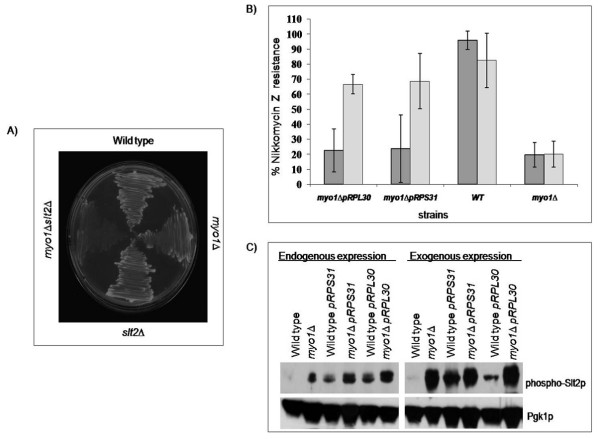
(A) Genetic disruption of the *SLT2/MPK1 *gene induces lethality in a *myo1Δ *strain. Wild type, *myo1Δ*, *slt2Δ *and *myo1Δ slt2Δ*pRS316-*MYO1 *strains were grown in CSM (1 mg/ml) 5-FOA for three days at 26°C. (B)Suppression of Nikkomycin Z hypersensitivity in *myo1Δ *strains overexpressing the ribosomal protein genes *RPL30 *and *RPS31*. Wt, *myo1Δ, myo1Δ*pRS316-*RPL30 *and *myo1Δ*pRS316-*RPS31 *strains were grown CSM or CSM *URA*^- ^in presence or absence of 6.25 μM Nikkomycin Z in 2% glucose or 2% galactose for 48 hours at 26°C. Percent of Nikkomycin Z resistance was calculated as: (OD_600 nm treated_/OD_600nm untreated_) × (100). Dark gray histograms represent cells where expression of the plasmid is repressed with 2% glucose and light gray histograms represent cells where expression of the plasmid gene is induced with 2% galactose. (C) Determination of the activation of the cell integrity pathway in *myo1Δ *strains overexpressing the ribosomal protein genes *RPL30 *and *RPS31*. Wild type, *myo1Δ*, wildtype pRS316-*RPL30*, wild type pRS316-*RPS31, myo1Δ*pRS316-*RPL30 *and *myo1Δ*pRS316-*RPS31 *strains were grown in CSM or CSM *URA*^- ^in the presence of 2%glucose or 2% galactose. Equal amounts of protein (75 μg) were analyzed by Western blot as described in the Methods section. The phosphorylated levels of Slt2p were observed using a mouse monoclonal antibody against phospho-p42/p44 Slt2p (p-Slt2p). The membrane was stripped and reprobed with a monoclonal antibody against Pgk1p as a loading control.

### Suppression of Nikkomycin Z hypersensitivity by overexpression of ribosomal protein genes

Gene Set Enrichment Analysis showed that protein biosynthesis genes were coordinately down regulated in these *myo1Δ *strains (Figure 1B). *RPL30 *and *RPS31 *ribosomal protein genes were among those differentially expressed in the *myo1Δ *microarrays. The *RPL30 *gene is essential in budding yeast [21] and its protein product is a component of the large ribosomal (60S) subunit. The *RPS31 *gene product constitutes a fusion of a non-essential small ribosomal (40S) subunit protein with ubiquitin, which facilitates the assembly of ribosomal proteins into ribosomes and is required for the proper translation of *GCN4*, a transcription factor that regulates amino acid biosynthesis [22]. A previous screen for suppressors of Nikkomycin Z (NZ) hypersensitivity in *myo1Δ *strains identified the cDNAs encoding *RPL30 *and *RPS31 *among others [24]. Nikkomycin Z is a competitive inhibitor of Chs3p and our previous studies established the hypersensitivity of *myo1Δ *strains to this antibiotic which inhibits cell growth and affects cell integrity by blocking chitin synthesis [8]. Recombinant *RPL30 *and *RPS31 *conferred 67% and 69% resistance to Nikkomycin Z respectively, when overexpressed by induction with 2% galactose (Figure 2B). We confirmed increased transcription of both ribosomal protein cDNAs in a wild-type strain by real time RT-PCR (9.13 and 8.03 respectively). These results support that overexpression of ribosomal protein genes may suppresses NZ hypersensitivity in *myo1Δ *strains by contributing to restore cell integrity. Though the mechanism is unclear, other RP genes identified in our previous study had a similar effect.

### Western blot analysis of the level of phosphorylated Slt2p in *myo1Δ *strains overexpressing *RPL30 *or *RPS31*

To relate suppression of NZ hypersensitivity with the restoration of cell integrity in *myo1Δ *strains, we assayed the level of phosphorylated Slt2p (p-Slt2p) by Western blot. It has been previously established that the cell integrity pathway is activated in *myo1Δ *mutants [19,20]. Our results show increases in p-Slt2p levels for *myo1Δ *strains overexpressing *RPL30 (myo1Δ*pRS316-*RPL30*) and *RPS31 *(*myo1Δ*pRS316-*RPS31*) (Figure 2C). Moreover, we also detected increases in p-Slt2p levels for wild type strains overexpressing *RPL30 *(wild type pRS316-*RPL30*) and *RPS31 *(wild type pRS316-*RPS31*) genes in repressing and inducing conditions (Figure 2C). The former observation can be explained by leakage from the *GAL1 *promoter under repressing conditions (data not shown) and suggested that the activation of the cell integrity pathway can respond to very minor changes in RP gene transcription. When *SLT2 *mRNA levels were measured, the fold changes for strains wild type pRS316-*RPL30*, wild type pRS316-*RPS31*, *myo1Δ*pRS316-*RPL30*, and *myo1Δ*pRS316-*RPS31 *were 1.21, 2.73, 1.6 and 6.5, respectively (see Table 2). While both RP cDNAs had similar effects on p-Slt2p levels, fold changes in *SLT2 *mRNA levels induced by RP overexpression were consistently lower for *RPL30 *than for *RPS31*.

**Table 2:** Determination of the *SLT2 *gene mRNA fold change for wild type pRS316-*RPL30*, wild type pRS316-*RPS31*, *myo1Δ*pRS316-*RPL30*, and *myo1Δ*pRS316-*RPS31 *strains grown under inducing (2% galactose) and repressing (2% glucose) conditions.

Strains	*SLT2 *gene fold change
wild type pRS316-*RPL30*	1.21
wild type pRS316-*RPS31*	2.73
*myo1Δ *pRS316-*RPL30*	1.6
*myo1Δ *pRS316-*RPS31*	6.5

## Conclusion

Following our analysis of the global mRNA expression profile in *myo1Δ *strains of *Saccharomyces cerevisiae *we found that there were 547 differentially regulated genes. Gene Set Enrichment Analysis indicated that stress response and protein biosynthesis gene categories are inversely related in this mutant. These results support that cell wall morphogenetic processes were affected by myosin II deficiency. 

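The median log2 ratio of the 138 cytosolic ribosomal protein genes was -0.68 to -1.59 over the arrays (SD 0.30), and that of the 55 general stress response genes was 1.58 to 3.52 (SD 0.85). Each of these 2 medians had the same sign on 6 of 6 arrays (exact sign-flip test, p = 0.0312, the smallest that 6 arrays allow).

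**Figure D2:**
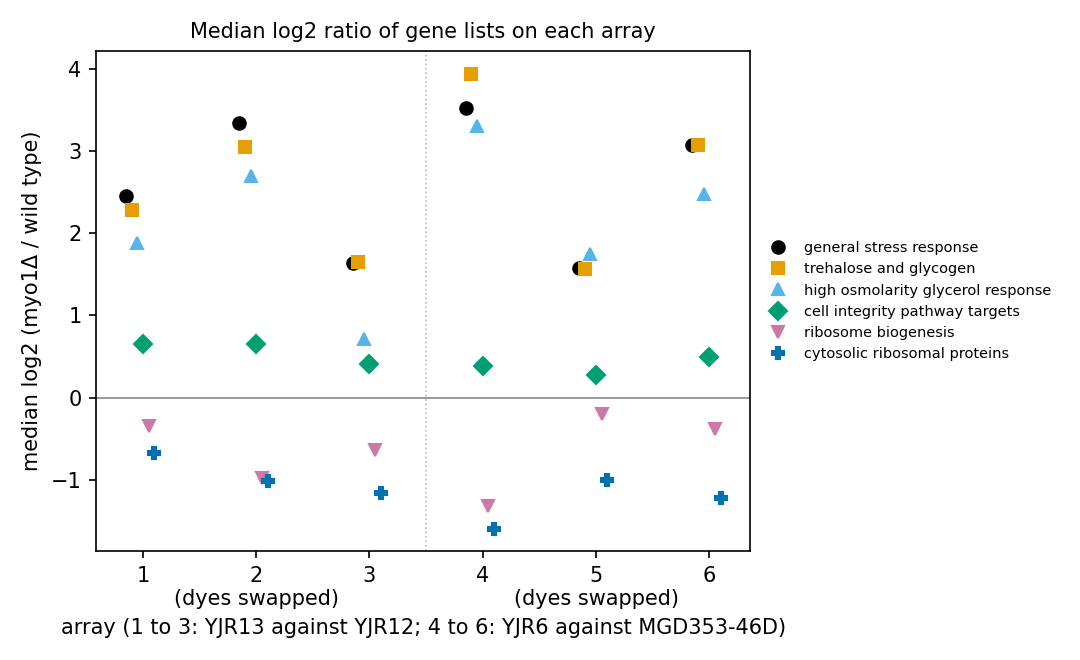
Median log2 ratio (myo1Δ over wild type) of 6 gene lists on each of the 6 arrays, 1 point per list and array. General stress response genes lie between 1.58 and 3.52 and cytosolic ribosomal protein genes between -1.59 and -0.68.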

The up-regulation of stress response genes in the *myo1Δ *strains reflects the essentiality of the cell integrity pathway and the importance of the *PKC1*-mediated signaling pathway for survival in these strains. The coordinated down-regulation of protein biosynthesis genes can be related to a loss of cell wall integrity in this mutant because overexpression of *RPL30 *and *RPS31*, two differentially regulated ribosomal protein (RP) genes, conferred Nikkomycin Z resistance to the hypersensitive *myo1Δ *strains. Overexpression of *RPL30 *and *RPS31 *did not shut down the cell integrity pathway supporting that their overexpression promotes activation of the *PKC1 *pathway.

The high frequency of ribosomal protein genes in the down regulated gene category implies that ribosome biogenesis is greatly affected by myosin type II deficiency. It has been proposed that yeast cells regulate ribosome biogenesis primarily by responding to growth limiting environmental signals [23]. Cell wall and plasma membrane stress may therefore represent such signals that can activate signaling pathways for regulating growth rate in the absence of myosin II. We propose that this alteration in the normal regulation of these processes may be necessary for the completion of cytokinesis in the absence of a contractile ring that must involve increased chitin synthesis and extensive cell wall remodeling at the bud neck.

We previously demonstrated that overexpression of the cDNA for ubiquitin conjugating enzyme *UBC4 *lowered the p-Slt2p levels and conferred resistance to NZ in *myo1Δ *strains, suggesting that cell integrity was restored [24]. We have now discovered that overexpression of *RPL30 *and *RPS31 *can also up regulate the cell integrity pathway to achieve a similar effect. It is unclear how such an alteration in the level of transcription of individual RP genes can affect this pathway but it is known that ribosome biosynthesis is a tightly regulated process in yeast that can be affected by altering the stoichiometry of the individual ribosomal subunits [25]. This observation could therefore represent an effect of up regulation of ribosome biosynthesis on cell integrity. Alternatively, the response of the *PKC1 *pathway to changes in RP gene transcription may represent one aspect of a novel feedback regulatory loop. Others have reported that inhibition of the *TOR *pathway by rapamycin treatment activated the *PKC1 *cell integrity pathway in yeast cells [26]. It was acknowledged that inhibition of the *TOR *pathway also results in repression of the ribosomal biogenesis process [26]. The similarity of the described phenotypes with those of *myo1Δ *strains merits further investigation to determine if down regulation of the *TOR *pathway is a contributing factor to the phenotypes in these strains.

## Methods

### Strains and culture conditions

All the experiments were performed using *Saccharomyces cerevisiae *wild type and *myo1Δ *strains listed in Table 3. YJR6 is a *myo1Δ ::HIS5 *strain generated by homologous recombination in the parental haploid wild type strain, MGD-353-46D using a PCR based method. YJR12 (wild type) and YJR13 (*myo1Δ*) strains were obtained as haploid segregants from a cross between YJR6 and BY4741 (obtained from ATCC). Cultures were grown overnight at 26°C to an optical density between 0.5–0.8 (OD_600_) in complete synthetic media (CSM, 2% glucose, 1× Nitrogen base) or Histidine dropout media (CSM-HIS^-^) with continuous shaking at 200 rpm. Where indicated in Table 3, *myo1Δ *strains were transformed with plasmids containing cDNAs for *RPL30 *(pRS316-*RPL30*) or *RPS31 *(pRS316-*RPS31*) regulated by the *GAL1 *promoter, or *MYO1 *(pRS316-*MYO1*) regulated by its natural promoter.

**Table 3:** Strains used in this study.

Strain	Genotype	Source
BY4741	MAT a *his3delta1 leu2delta0 met15delta0 ura3delta0*	ATCC
YJR12 (wild type)	MAT α *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG^+ ^*cyh*^*R*^	Lab. strain
YJR13 (*myo1Δ*)	MAT a *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG *cyh*^*R*^*myo1delta::HIS5*^+^	Lab. strain
MGD353-46D (wild type)	MAT α *trp1-289 ura3-52 leu2-3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R*^	B. Rymond
YJR6 (*myo1Δ*)	MAT α *trp1-289 ura3-52 leu2-3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R *^*myo1delta::HIS5*^+ ^parental MGD353-46D	F. Rivera
YJR13 pRS316-*RPL30 *(*myo1Δ *pRS316-*RPL30*)	MAT a *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG *cyh*^*R*^*myo1delta::HIS5*^+^, pRS316-*RPL30*	A. Brestcher (plasmid)
YJR13 pRS316-*RPS31 *(*myo1Δ *pRS316-*RPS31*)	MAT a *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG *cyh*^*R*^*myo1delta::HIS5*^+, ^pRS316-*RPS31*	A. Brestcher (plasmid)
YJR13 pRS316-*MYO1 *(*myo1Δ *pRS316-*MYO1*)	MAT a *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG *cyh*^*R*^*myo1delta::HIS5*^+^, pRS316-*MYO1*	F. Rivera (plasmid)
YJR12 pRS316-*RPL30 *(wild type pRS316-*RPL30*)	MAT α *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG^+ ^*cyh*^*R *^pRS316-*RPL30*	A. Brestcher (plasmid)
YJR12 pRS316-*RPS31 *(wild type pRS316-*RPS31*)	MAT α *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG^+ ^*cyh*^*R *^pRS316-*RPS31*	A. Brestcher (plasmid)
YJF1 (*myo1Δslt2Δ *pRS316-*MYO1*)	MAT a *trp1 ura3 leu2-3 his3delta1 *ADE^+ ^ARG *cyh*^*R*^*myo1delta::HIS5*^+^, pRS316-*MYO1*, *slt2delta::KAN*^*R*^	This study

### RNA extraction procedure

Total RNA was extracted from 4 × 10^7 ^cells derived from triplicate biological replicate cultures of strains MGD353-46D, YJR6, YJR12, and YJR13 using the RNeasy Mini Kit for isolation of total RNA (Qiagen, Hilden, Germany) following manufacturer's instructions. RNA concentrations were determined by measuring absorbance at 260 nm using a Nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE). The purity and integrity of the RNA was monitored using an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA) following manufacturer's instructions.

### DNA microarrays hybridization and analysis

1.0 μg of total RNA from each sample was amplified using the Low RNA Input Fluorescent Linear Amplification kit (Agilent Technologies, Palo Alto, CA). The amplified cRNA was labeled with 10 mM Cyanine 5-CTP (Cy5) or Cyanine 3-CTP (Cy3) (Perkin Elmer Life Sciences, Boston, MA). Labeled cRNA's were purified with Qiagen RNeasy mini spin columns and dye incorporation was monitored on an Agilent Bioanalyzer. Hybridization of Cy5 and Cy3 labeled cRNA's were performed using Yeast Oligo Microarray slides and hybridization kit from Agilent Technologies in 1012AG hybridization chambers (Sheldon Manufacturing, Cornelius, Oregon) at 60°C overnight. Slides were washed at high stringency and scanned with a VersArray Chip Reader system (BioRad, Hercules, CA) at a resolution of 5 μm with detector sensitivity values between 704–800 and laser power at 85%. Scanned images were transferred to the Imagene 3.0 software program (Biodiscovery, El Segundo, CA) for further analysis to locate spots, adjust the appropriate grid, and obtain the Cy3 and Cy5 TIFF files. The microarrays raw data generated with Imagene 3.0 were analyzed using Limma software (Bioconductor Package 1.7). The data was prepared for analysis by correcting for background intensity. The individual data sets were normalized using the locally weighted linear regression (Lowess) within each array. After normalization, the difference between the experimental and control signal was calculated, replicates were combined, and their averages were calculated. The fold change in gene expression was calculated by 2^(M)^, where M is the log_2_-fold change after background correction and normalization. An Empirical Bayes Statistics for differential expression analysis [27] (eBayes statistics) was performed by Limma. Genes with a p-value ≤ 0.01 were established as a cutoff for differential expression. In addition, a false discovery rate (FDR) test [28] was performed by Limma [14]. The microarray raw data and the processed data are available at Gene Expression Omnibus of NCBI (GSE5931) [29].

### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis was performed using the Limma package of Bioconductor [14]. For this purpose a gene set file was created classifying all the genes included in the microarray into groups according to their specific involvement in a biological process. From this gene set, a total of 25 categories were represented according to the Osprey network visualization software [30], matching the category with the t-value. Then, the Limma software calculated the average of the t-value for each category or biological process. Significance of differential expression as determined by the enrichment analysis was recalculated 10,000 times. A corrected p-value was obtained from the analysis using the Bonferroni correction. The initial cutoff to determine that the gene set was differentially expressed was p-value ≤ 0.01. Based on this correction, the cutoff for significance was established at a p-value ≤ 0.0004.

### Confirmation of microarray data by real time RT-PCR

Real time RT-PCR assays were performed with 30 ng of total RNA using the Quantitec SYBR Green RT-PCR kit (Qiagen, Valencia, CA) with primers at 0.5 μM (Table 4) and a final reaction volume of 25.0 μL, following manufacturer recommendations. The reactions were performed following the conditions recommended by the manufacturer using the iCycler iQ Multicolor real time PCR detection system (BioRad, Hercules, CA). The PCR quantification and melting curves were generated using the iCycler new version software (BioRad, Hercules, CA). The sequences of the forward and reverse primers for the selected mRNAs are listed in Table 4. The fold change was determined by the 2^ΔΔCt ^method [31]. The ΔC_t _of the control and experimental samples was calculated from the threshold cycle of the target gene minus the threshold cycle of the reference gene (*ACT1*). The ΔΔC_t _was calculated by subtracting the ΔC_t _of the control sample minus ΔC_t _of the experimental sample.

**Table 4:** Primers used for real time RT-PCR in this study.

Target	Forward primer	Reverse primer
*ACT1*	5'-GCCATTTTGAGAATCGATTTG-3'	5'-TTAGAAACACTTGTGGTGAAC-3'
*ECM4*	5'-GTGGTACAAACGGAGCTTTCA-3'	5'-GTGCCCAATGGACTACGCTACA-3'
*SPI1*	5'-CCAGAACCAACGACTTTCGTA-3'	5'-ACTGCACCAGCCAAACCTA-3'
*ROM1*	5'-AGCTATCTACGCCTCCAACT-3'	5'-ATGATGACGTTGGTGTTGA-3'
*SLT2*	5'-AGCAACAGCAGCCTTCAGA-3'	5'-GAACGCGAGGAAGTATCCAA-3'
*YHR097C*	5'-CCATCGTCGTACATCACAC-3'	5'-GTACAGGCGCCACTTTATTA-3'
*IRA2*	*5'-*ACTCACCTTTCCGCTGAC-3'	5'- CATGACACATCGCTTCTACA-3'
*RPL30*	5'-GATCATCATTGCCGCTAACA-3'	5'-GAGACAACACCGACTCTGAATAACT-3
*RPS31*	5'-ACAAGGAAGGTATTCCACCTGA-3'	5'-TCTTTCTCTTCTTACCACCACCTC-3'

### Nikkomycin Z sensitivity assay in *myo1Δ *strains overexpressing ribosomal protein genes

The screening for Nikkomycin Z sensitivity suppression in *myo1Δ *was performed as described in [24]. Briefly, 1 × 10^5 ^cells/ml of WT, *myo1Δ*, *myo1Δ*p *RPL30 *and *myo1Δ*p *RPS31 *cells were grown in ura^-^glu^- ^or ura^-^gal^- ^in the presence or absence of 6.25 μM Nikkomycin Z at 26°C and 225 rpm. The OD_600 nm _was determined after 48 hrs of growth. The % Nikkomycin Z resistance represents: (OD_600 nm treated_/OD_600 nm untreated_) × 100.

### *SLT2 *gene disruption in *myo1Δ *a background

The *SLT2 *gene disruption in the YJR13 pRS316-*MYO1 *strain was performed by replacing the *SLT2 *gene with a *KanMX4 *module by homologous recombination using a PCR based method [32]. The *myo1Δ slt2Δ *pRS316-*MYO1 *strain was grown in CSM 1 mg/ml 5-Fluoroorotic acid (CSM 5-FOA) to extract the plasmid and obtain a *myo1Δslt2Δ *double mutant.

### Western blot analysis of phosphorylated Slt2p levels

Wild type, *myo1Δ*, wild type pRS316-*RPL30*, wild type pRS316-*RPS31*, *myo1Δ *pRS316-*RPL30*, and *myo1Δ *pRS316-*RPS31 *yeast strains were grown in selective medium in 2% glucose or 2% galactose to an OD_600 _0.5–0.8 at 26°C, overnight. Cells were centrifuged for 5 minutes, washed in ice cold medium, and resuspended in lysis buffer as described in [24]. Protein extract were centrifuged at 13,000 for 10 minutes at 4°C, the supernatant was removed and quantified using the DC Protein Assay method (BioRad). Total protein extracts (75 μg) were separated in a 10% SDS-PAGE gel and transferred to a nitrocellulose membrane at 30 V for 16 h at 4°C. Membrane was incubated with anti-phospho-p42/44 MAP kinase monoclonal antibody (1:2000) (Cell Signaling Technology) to detect phosphorylated Slt2p levels. Membrane was stripped and reprobed with a mouse monoclonal antibody against Pgk1p (1:125 dilution) (Molecular Probes, Invitrogen) as loading control.

## Authors' contributions

JFRQ participated in the data analysis, real time RT-PCR experiments, genetic knockout experiments, Western blot experiments, and writing of the manuscript. DGG and FERM participated in the data analysis. NDB performed Nikkomycin Z dosage suppressor screening, identification and characterization. RAI participated in the design of experiments, supervised data analysis, and provided expertise in DNA microarrays data processing and statistical analysis software. JRRM participated in the design of experiments, data analysis, interpretation of results, and writing of the manuscript.

## Supplementary Material

Additional File 1 A text table of differentially expressed genes (p-value ≤ 0.01) in *myo1Δ *strains divided according to biological process. All differentially expressed genes are included except those with unknown biological process. The list of genes with unknown biological process is available at Gene Expression Omnibus on the NCBI website (GSE5931). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

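RNA from myo1Δ and wild type yeast was measured on 6 Agilent 2-colour oligonucleotide arrays, each hybridized with 1 mutant and 1 wild type sample. Arrays 1 to 3 compared YJR13 with YJR12 and arrays 4 to 6 compared YJR6 with MGD353-46D, after overnight growth at 26°C in histidine dropout medium or CSM. By the genotypes that the paper lists, each strain carries a his3 mutation and only the mutants also carry HIS5+. The wild type strains could therefore not have grown in histidine dropout medium. Which medium the mutants grew in is not fully given in the sources used here. If it was the dropout medium, medium differs between mutant and wild type on every array and cannot be told apart from genotype.

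The authors scanned the arrays and quantified the spots with ImaGene (version 6.0.0 in the file headers), and the deposited quantification files hold, among other columns, the mean intensity of each spot and the median intensity of its local background, in scanner units. The authors' methods state that the limma package was used for background correction, for lowess normalization within arrays, for averaging replicates and for empirical Bayes tests. The deposited log2 ratios of the series are Cy5 over Cy3 and were recomputed here from the spot intensities to within 5e-08, by normexp background correction with an offset of 50 and loess within each array, with all spots weighted alike. Their medians were 0.0184, -0.0103, 0.0131, 0.0191, -6.8e-04 and -0.00179 on arrays 1 to 6.

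The analysis used R 4.3.3 and limma 3.58.1. Spots marked poor (flag 3, 32 to 192 per array) were left out, and control spots and poor spots had no weight in the loess curve. Spots marked empty by the image software (1209 to 2079 per array) were kept. Background was corrected by normexp with an offset of 50, ratios were normalized by loess within arrays with no scaling between arrays, and signs were turned so that all ratios run myo1Δ over wild type. Spots of a gene were averaged, giving 6256 genes, of which 6170 had a value on all 6 arrays. Gene symbols came from the reference table by systematic name for 5756 genes, and the other 500 kept the names of the array files. The SD of the log2 ratios was 0.669 on array 3, the lowest, to 1.16 on array 4, the highest.

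The 6 arrays were fitted with lmFit and eBayes of limma, testing the mean log2 ratio against 0, and p-values were adjusted by Benjamini-Hochberg over all genes, with a threshold of 0.01 and a wider one of 0.05. The methods of the paper give a p of 0.01 and add a false discovery rate test, so counts are given with and without adjustment. A second model with a coefficient for each strain pair gave the value in each pair and the difference between pairs. Errors given as SE are the moderated standard errors of limma, and errors given as SD are over the 6 arrays.

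A total of 42 gene lists were written down from general knowledge of yeast genes and tested with camera of limma with its preset correlation of 0.01, with an estimated correlation, and by the mean t against 10000 random lists of the same size. The methods of the paper give the mean t of each category and a p recalculated 10,000 times, and the random lists are the form chosen here. A list counted as shifted at an adjusted p of 0.05 over the lists. This threshold was set after the first fit over genes and before any list was tested. For each list the genes past an adjusted p of 0.01 were counted, adjusted over all genes and adjusted over the list alone. The 5 categories named in the paper were rebuilt from the process annotation in the array files after the data had been seen. The median log2 ratio of each of 16 chromosomes was tested by an exact sign-flip test, in which the smallest p over 6 arrays is 0.0312.

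The gene lists, the tests, the rule for naming genes and the alternatives were chosen before the data were examined, apart from those said to be chosen later. Genes were named if the paper names them for its arrays, if they were among the 10 largest rises or falls with the same sign on all arrays, if they were up to 4 genes of a list with the smallest p, or if they were among the 5 largest differences between pairs each way. The folds in the paper's first table had been seen when this rule was written. Other genes were named after their values were seen, among them the over 10-fold rises and the genes that changed in a list or a category.

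The alternatives were no background correction, plain subtraction, normexp with an offset of 0, median normalization, scaling between arrays, genes above the median intensity alone, other uses of the spot flags, a dye effect, every spot tested on its own, the deposited log2 ratios, blocks for strain pair, slide and array position, and leaving out each array in turn. Added after the data were seen were the deposited ratios with every spot tested on its own, the adjusted p of 0.05, the 5 categories, and lists without array 3.

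The method was tested on simulated data with 6256 genes and the spread of these arrays. The genes given a change of 1 or 2, or a difference between pairs, were drawn from those above the median intensity. The shares called below therefore do not cover dim genes. Noise was drawn independently for each gene, so correlation between genes was not simulated. Of 100 genes changed by a log2 of 1, 22 were called, and of 100 changed by 2, 69 were called, while 3 of 5956 unchanged genes were called. Of 50 genes with a difference of 5 between pairs, 17 were called and 0 of 5956 unchanged genes were called by limma. All simulated changes had the right sign.

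Real time RT-PCR, the Nikkomycin Z assays, Western blots and the double mutants of the paper were not analysed here, as the array files do not hold them.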

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

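The ASP3 dye test, the tests of histidine starvation and of lower TOR activity, and the histone tests were chosen only after the result was seen. The other tests of this part were set down first.

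The 4 ASP3 genes were higher in the mutant of the YJR13 pair and not of the YJR6 pair, and are listed as a difference between 2 strain pairs under the same comparison. The pair difference in log2 was 4.99 for ASP3-1, 4.83 for ASP3-2, 4.79 for ASP3-4 and 4.78 for ASP3-3. Dye bias is argued against by array 2, where YJR13 carried Cy3 and the mean of the 4 genes was 5.13. Gain or loss of a larger segment of chromosome XII is argued against by the 10 measured genes on each side of the cluster, whose pair differences had a median of -0.0029 and ran from -1.05 to 1.24, the highest at YLR161W, the first gene after the cluster. Genes missing from YJR12, YJR6 and MGD353-46D cannot be told apart from genes present and little expressed.
In these 3 strains the ASP3 spots were above the 95th percentile of the negative control spots in 9 of 9 channels, which was set down beforehand as evidence against missing genes. That bound was wrong, because the spots stood at 1.09 to 1.26 times background, near the floor, where a little signal from other sequences could give the same values. YLR156W and YLR159W, inside the cluster and named after their values were seen, differed by 1.19 and 1.35 in the same direction. The first lies within the range of the genes around the cluster only because of YLR161W at 1.24, and the second lies a little beyond that range. Apart from YLR161W, the highest of the genes around the cluster was ACS2 at 1.17, below both. Whether YLR161W belongs with the genes inside the cluster was not examined. These values do not settle whether genes are missing. YJR13 and YJR12 are segregants of the same cross and may have inherited different parental variants. A strain variant at ASP3 unrelated to myo1Δ therefore stays open, as does a response to the deletion in this background. The comparison has 10 splits of the arrays, too few for a share under 0.05. The real split gave 4 genes and the highest other 0.

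Ribosomal protein genes were lower and general stress response genes higher in camera with its preset correlation, and both calls were lost at an adjusted p = 0.314 with an estimated correlation. If the mutants grew in histidine dropout medium, histidine starvation, which would raise the targets of Gcn4p, stays open. These targets had a median log2 ratio of -0.31, within the spread of array medians of -0.73 to 0.22 (SD 0.41), and -0.05 in the YJR13 pair, while the histidine genes were at -0.43 and below 0 on 6 of 6 arrays. Lower TOR activity stays open. It would raise the genes under nitrogen catabolite repression, which had a median of -0.80 (SD of array medians 0.42, below 0 on 6 of 6 arrays). That is a single list, picked after the result was seen, and its call in camera was lost with an estimated correlation (adjusted p = 0.331). Ribosome biogenesis, which the paper cites as repressed when TOR is inhibited, had a median of -0.64. For a bias with signal intensity, genes matched on intensity had medians of 0.11 for the ribosomal list and 0.0022 for the stress list. The lists lay at least 0.887 from them on each array (at least 1.68 for the stress genes). Loess centers genes of like intensity near 0, so this outcome was largely fixed and cannot exclude such a bias. It shows only that other genes of like intensity did not share the shifts. A slower growth rate or a later growth stage of the mutant cultures stays open and was not tested, as does a difference of medium.

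Of the 8 histone genes the 4 of H2A and H2B fell, and the 4 of H3 and H4, from HHF2 at -0.93 to HHT1 at -0.43, did not pass an adjusted p of 0.01. The means of the 2 groups were -2.10 (SD 0.32, n = 6 arrays) and -0.64 (SD 0.41), a difference of -1.45 (SD 0.39), in groups split after the calls were seen. Fewer cells in S phase stays open, because the value looked at, a difference of -0.98 on the array where it was smallest, is the pattern itself and compares spots of unequal brightness. Whether dim spots narrow the ratios of H3 and H4 also stays open. All of their spots were over 2 times background and none saturated on 3 of 6 arrays, but of the genes that fell more, HTB2 was under 2 times background on 6 arrays, HTA2 on 3 and HTA1 on 1, so dim spots do not set the 2 groups apart. Of the H3 and H4 genes HHF2 had the dim spots, and without it the difference was still -1.04 on the array where it was smallest, so dim HHF2 spots are not its whole cause.

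For the count of genes, the real sign pattern of the 6 arrays ranked first of 32, which is the best rank that these patterns allow. Of 32 patterns, 1 (the real one) gave as many as 465 genes at an adjusted p of 0.01 (highest other 0), 1 gave as many as 1520 at an unadjusted p of 0.01 (highest other 565) and 1 as many as 2547 at an unadjusted p of 0.05 (highest other 1723). For the lists 1 pattern gave as many as 29 shifted lists, but the highest other gave 27, so the number of lists says little by itself.

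A list or gene was also taken up when 1 array of 6 stood far from the other 5. This was so for 3 of 42 lists and 5 of 178 genes, where chance gives about 1 in 20. The mitochondrial ribosomal proteins were at -0.36 on array 6 (others -0.10 to 0.03), the methionine and sulfur genes at 0.86 on array 2 (others -0.06 to 0.14) and the ergosterol genes at 0.10 on array 1 (others -1.06 to -0.64). KRR1 was at -2.06 and ARO4 at -2.59 on array 4, TRP3 at -1.56 on array 6, BAR1 at 1.30 on array 1 and MOB1 at -0.24 on array 3.

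Of the 42 lists, 23 differed between strain pairs by camera with its preset correlation, and 0 did with an estimated correlation (smallest adjusted p 0.479). Higher in the YJR13 pair (median difference) were glycolysis 0.61, a-specific genes 0.62, histidine biosynthesis 0.60, TCA cycle 0.48, proteasome 0.45, ergosterol 0.40, cell integrity targets 0.39, Gcn4p targets 0.39, cell wall proteins 0.37, cytosolic ribosomal proteins 0.31, oxidative phosphorylation 0.28, methionine and sulfur 0.25, aminoacyl-tRNA synthetases 0.19 and G2/M genes 0.14. Higher in the YJR6 pair were alpha-specific genes -2.96, heat shock factor chaperones -1.34, hexose transport -0.89, the high osmolarity response -0.81, gluconeogenesis -0.74, pheromone response -0.50, seripauperins -0.50, general stress response -0.30 and sporulation -0.28. Mating type differs between mutant and wild type in the YJR13 pair alone. The differences of a-specific, alpha-specific and pheromone response genes therefore cannot be told apart from it. Some of these differences lean on array 3. Chaperones were at -0.33 on array 3 and 1.36 to 3.38 on the others, and the high osmolarity response at 0.72 against 1.75 to 3.30. General stress response medians were 2.45, 3.34 and 1.64 on arrays 1 to 3 and 3.52, 1.58 and 3.08 on arrays 4 to 6. These overlap, so the direction of that list is not settled. The 9 other splits gave 7 to 21 lists, and the one that gave 21 follows the position of the array on the slide. Within the slide that holds arrays 3 and 4, the sign was the same for 22 of the 23 lists, with oxidative phosphorylation the exception at -0.11. This is no independent check, because both arrays are among those that called the lists. They also had the lowest and highest SD of log2 ratios (0.669 and 1.16) and lie at different positions on the slide.

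Signals also appeared in lists of genes that the paper does not discuss beyond counts of broad categories (sporulation and autophagy among them), as median log2 ratios that passed camera with its preset correlation and not with an estimated one. These were aminoacyl-tRNA synthetases -0.84, daughter cell separation -0.92, cytokinesis and septins -0.36, hexose transport 1.15, TCA cycle 0.90, oxidative phosphorylation 0.39, histidine biosynthesis -0.43, Gcn4p targets -0.31, a-specific genes 0.54, histones -1.08, G1/S genes -0.77, G2/M genes -0.40, chaperones of the heat shock factor 1.86, ergosterol -0.57, seripauperins 0.78, sporulation 0.23, Yap1p targets 0.56, autophagy 0.40 and nitrogen catabolite repression -0.80. The a-specific medians were 1.30, 0.86 and 0.70 on arrays 1 to 3 and 0.46, 0.19 and 0.18 on arrays 4 to 6. Arrays 1 to 3 compare a MATa mutant with a MATα wild type, so there the rise cannot be told apart from mating type.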

How the results depend on the processing

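The deposited ratios with every spot tested on its own and the adjusted p of 0.05 were chosen only after the data were seen. Each of the 465 genes called had the same sign under every alternative in which it was measured. The alternatives reuse the arrays on which these genes were selected, so this sameness was largely fixed and is no independent support. The order of the counts up and down, and of the counts of the 2 pairs, changed with some alternatives, as given below. The causes of the changes below were not tested, apart from fewer arrays or genes where these were left out.

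Genes up at an adjusted p of 0.01 (217) were 88 with no background correction, 545 with plain subtraction, 568 with offset 0, 433 with median normalization only (271 down), 383 above the median intensity, 386 with every marked spot left out, 94 with a dye effect, 344 with the strain pair and 447 with the slide as a block, and 2 to 362 leaving out 1 array. Genes down (248) were 447 with plain subtraction, 447 with offset 0, 144 with a dye effect, 378 with the pair and 428 with the slide as a block, and 2 to 254 leaving out 1 array. At an unadjusted p of 0.01, genes up (804) were 515 to 927 leaving out 1 array. At an unadjusted p of 0.05, genes up (1350) were 869 and genes down (1197) were 717 above the median intensity. With every spot on its own the counts are of spots and not of genes. These were 1823 spots down, and among deposited ratios 2038 spots up and 1836 down. Counted as genes at an adjusted p of 0.05, the total was 1676 with every spot on its own and 1692 among deposited spots. At an adjusted p of 0.05 the total (1693) was 815 to 1864 leaving out 1 array.

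Genes that differ between pairs (4) were 7 with offset 0, 0 in limma after scaling between arrays, with every marked spot left out, and with a dye effect, the slide or the array position in the model, and 0 to 3 leaving out 1 array (3 without array 3, 0 without any other). Genes changed in the YJR13 pair (6) were 81 with plain subtraction, 162 with offset 0, 125 with median normalization, 172 after scaling, 28 above the median intensity, 10 with every marked spot left out, and 0 to 6 leaving out 1 array. In the YJR6 pair (0) they were 1 with no background correction, 262 with plain subtraction, 307 with offset 0, 453 with median normalization, 4 after scaling, 235 above the median intensity, 150 with every marked spot left out, and 0 to 7 leaving out 1 array.

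With an estimated correlation 0 lists were higher and 0 lower by camera (5 of 42 at an unadjusted p of 0.05). The ribosomal proteins (-1.11), the general stress response (2.82), the high osmolarity response (2.37) and the cell integrity targets (0.56) lost the call (adjusted p = 0.314), a setting that changes the test and not the medians. The a-specific genes were too few for a value above the median intensity. Of the named genes, 48 lost the call with a dye effect, 43 with no background correction and 98 without array 2, and 41 gained one with offset 0. Of the 465 genes, 454 were also called with the deposited ratios, 412 with the array position as a block, 374 without array 3, 194 with a dye effect and 4 without array 2. The estimated correlation within a strain pair was -0.0736 and within a slide -0.187. Mutant and wild type were paired within each array, and arrays were not paired by replicate number, since no number is shared. Dim spots limit the size of ratios, as the median signal was 1.22 to 2.55 times background.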

Differences from the paper's values

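At an unadjusted p of 0.01, 1520 genes changed here (804 up and 716 down), where the paper gives 547 genes (263 up and 284 down) at a p of 0.01. None of the alternatives set before the data were examined brought the unadjusted count within 1.5 times the paper's. The totals under them were 1035 to 1829 genes, and 2197 spots with every spot tested on its own. At an adjusted p of 0.01 the count here was 465 (217 up and 248 down). Under the alternatives it ran from 4 without array 2 to 1015 with a normexp offset of 0. It was 238 with a dye effect, 256 without background correction and 875 with the slide as a block. The counts nearest to the paper's were 550 (287 up and 263 down) with the array position as a block and 577 (293 up and 284 down) after scaling between arrays. With this range, a count near the paper's is weak evidence of the same calls.

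The paper lists SLT2, ROM1 and RPS31 as changed. At an unadjusted p of 0.01 all 3 passed here in limma, with log2 ratios of 0.77, 1.48 and -1.31 and the same sign on 6 of 6 arrays. At an adjusted p of 0.01, SLT2 (adjusted p = 0.0222) passed under 0 of 21 alternatives, with an adjusted p of 0.0134 to 0.226. ROM1 passed under 10 of 21, which were plain subtraction, offset 0, median normalization, scaling between arrays, genes above the median intensity, every marked spot left out, the strain pair, the slide or the array position as a block, and leaving out array 3. RPS31 passed under 9 of 21, which were plain subtraction, offset 0, median normalization, scaling between arrays, genes above the median intensity, every marked spot left out, a dye effect, and the strain pair or the slide as a block. The other 12 genes that the paper names for its arrays passed at an adjusted p of 0.01 with the processing used here, but most not under every alternative. SED1 passed under 10 of 21, as many as ROM1, YHR097C under 12, and ECM4 and FBP26 under 13 each. HOR7 passed under all 21.

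Carbohydrate metabolism is among the categories that the paper reports past its threshold of 0.0004. Here, with categories rebuilt from the array annotation after the data were seen, its permutation p was 0.0043, and that of RNA processing was 4e-04.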

Other observations

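Among lists of cell division, single genes fell, while the calls of the lists themselves were kept only with the preset correlation of camera (adjusted p = 0.314 to 0.338 with an estimated correlation). Of 28 G1/S genes 7 fell at an adjusted p of 0.01 in limma (14 adjusted over the list alone), and the G1 cyclin gene PCL1 fell by 1.68 on the log2 scale (SE 0.19, n = 6 arrays, adjusted p = 0.00364) and the thymidylate synthase gene CDC21 by 1.29 (SE 0.19, adjusted p = 0.00535), each lower on 6 of 6 arrays. Of 20 G2/M genes CLB1 and ALK1 fell (2 adjusted over the list alone), CLB1 by 1.67 (SE 0.18, adjusted p = 0.00337). Of 8 histone genes HTA1, HTA2, HTB1 and HTB2 fell (5 adjusted over the list alone), HTB2 by 1.87 (SE 0.22, adjusted p = 0.00368). Of 12 genes of daughter cell separation SUN4 and AMN1 fell (6 adjusted over the list alone), and of 25 genes of cytokinesis and septins CDC12 and GIN4 fell (5 adjusted over the list alone), the septin gene CDC12 by 1.10 (SE 0.17, adjusted p = 0.0064). The adjusted p in camera was 4.4e-08 for G1/S, 0.00125 for G2/M, 3e-05 for histones, 0.0011 for daughter separation and 0.00125 for cytokinesis. With an estimated correlation none passed (adjusted p = 0.314, and 0.338 for daughter separation). The G2/M call also ended among genes above the median intensity.

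At the cell wall and membrane, genes went both ways. Of 34 genes of chitin and glucan synthesis and remodelling UTR2, GAS1, GAS3 and SCW10 fell (5 adjusted over the list alone) and 0 rose in limma (2 adjusted over the list alone, 8 higher at an unadjusted p of 0.05), with a median of -0.19 and an adjusted p of 0.155 in camera. The chitin transglycosylase gene UTR2 fell by 2.05 (SE 0.27, n = 6 arrays, adjusted p = 0.00423) and the glucanosyltransferase gene GAS1 by 1.52 (SE 0.21, adjusted p = 0.00492), both lower on 6 of 6 arrays. Of 30 cell wall protein genes SPI1 and SED1 rose (5 adjusted over the list alone) and FIT1 and TIR3 fell (4 adjusted over the list alone), with an adjusted p of 0.869. Of 23 ergosterol genes ERG2, ERG4, ERG13 and ERG27 fell (7 adjusted over the list alone) and 0 rose in limma (1 adjusted over the list alone, 1 higher at an unadjusted p of 0.05), at an adjusted p of 4.1e-04 (adjusted p = 0.314 with an estimated correlation). ERG2 fell by 2.02 (SE 0.23, adjusted p = 0.00359). Of 24 seripauperin genes, whose near-identical copies may share signal, 6 rose (13 adjusted over the list alone), at an adjusted p of 1.2e-08 (adjusted p = 0.314 with an estimated correlation).

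Among metabolic lists, 5 of 18 tRNA synthetase genes fell (11 adjusted over the list alone), namely KRS1, MES1, WRS1, FRS1 and TYS1, KRS1 by 1.32 (SE 0.13, n = 6 arrays, adjusted p = 0.00263). Of 31 genes of oxidative phosphorylation QCR2, QCR6, QCR8, COR1 and ATP2 rose (5 adjusted over the list alone), and of 15 TCA cycle genes 0 rose in limma (8 adjusted over the list alone, 8 higher at an unadjusted p of 0.05). Of 11 pentose phosphate genes SOL4, GND2, TKL2 and NQM1 rose (4 adjusted over the list alone) and SOL3 fell (5 adjusted over the list alone), NQM1 by 3.40 (SE 0.28, adjusted p = 0.00203). Of 6 histidine genes HIS7 fell (2 adjusted over the list alone), of 34 Gcn4p targets ARO2, ARO4 and ASN1 fell (3 adjusted over the list alone), of 18 methionine and sulfur genes MET17 fell (1 adjusted over the list alone) and of 21 genes under nitrogen catabolite repression MEP2 fell (4 adjusted over the list alone). Of 18 hexose transport genes 0 passed in limma by either adjustment (7 higher and 1 lower at an unadjusted p of 0.05), though HXT5 had a log2 ratio of 4.47 (SE 0.91, adjusted p = 0.0153, higher on 5 of 6 arrays). The adjusted p in camera was 3e-07 for tRNA synthetases, 0.00236 for oxidative phosphorylation, 8.7e-04 for the TCA cycle, 0.969 for pentose phosphate, 0.0389 for histidine, 0.0352 for Gcn4p targets, 0.412 for methionine, 0.00242 for nitrogen and 0.0207 for hexose transport. With an estimated correlation none of these passed (adjusted p = 0.314 to 0.99).

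In the remaining lists, autophagy and vacuolar protease genes PEP4 and ATG4 rose (3 of 21 adjusted over the list alone), PEP4 by 1.66 (SE 0.15, n = 6 arrays, adjusted p = 0.00246), and of 26 sporulation genes SPS100 rose (1 adjusted over the list alone). Of 61 splicing genes SYF2 rose (0 adjusted over the list alone), of 20 pheromone response genes GIC2 fell (1 adjusted over the list alone) and of 20 iron regulon genes FIT1 fell (2 adjusted over the list alone). In the a-specific (7 genes), alpha-specific (4), proteasome (34), unfolded protein response (13) and phosphate (15) lists 0 genes passed in limma by either adjustment. At an unadjusted p of 0.05, 6, 0, 2, 3 and 1 of them were higher and 0, 3, 4, 5 and 2 lower, in that order. The median log2 ratio was -0.02 for splicing, -0.02 for pheromone response, -0.35 for iron, -1.53 for alpha-specific genes, -0.11 for the proteasome, -0.12 for the unfolded protein response and -0.03 for phosphate. In that order, the adjusted p in camera was 0.88, 0.969, 0.0604, 0.0737, 0.475, 0.57 and 0.814. It was 6.2e-04 for autophagy, 0.0105 for sporulation and 0.00424 for a-specific genes, none of which passed with an estimated correlation (adjusted p = 0.314, 0.464 and 0.314). Over all 42 lists 14 were higher and 15 lower in camera, and 29 passed 0.05 by random lists, which do not allow for correlation between genes. With an estimated correlation camera called 0 (smallest adjusted p = 0.314, 5 of 42 at an unadjusted p of 0.05).

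No chromosome of 16 passed the sign-flip test after adjustment (smallest adjusted p 0.25, with 2 chromosomes at the smallest p of 0.0312). That p is the lowest the arrays allow, and it adjusted to 0.25, so 1 or a few shifted chromosomes could not have passed. The test therefore cannot decide whether a single chromosome was shifted. Chromosome medians on single arrays lay between -0.17 and 0.26. The count of 0 was the same without background correction, with median normalization and when any 1 array was left out. Leaving out an array raises the smallest possible p, so that count was then fixed by the design. The unchanged count is therefore no evidence against a shift of a single chromosome.

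The row numbers of the deposited ratios follow the order of spots in the quantification files (r = 1 on each array) and not the feature number (r = -0.0097 to 0.025). The platform annotation is keyed by feature number, with the same gene symbol for 77.1% of 9202 spots by feature number and for 0.0229% of 8747 by spot order. Joining the deposited ratios to that annotation by number would therefore give wrong genes, and the ratios were joined by spot order here.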
